A study of Homo sapiens with 32 samples.

How the data were processed

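Beas-2B cells, an immortalised line of human airway epithelium, were transfected with a scrambled control siRNA (siCTRL) or an siRNA against SPRY2 (siSPRY2). SPRY2 encodes Sprouty 2, a regulator of receptor tyrosine kinase signalling inside the cell. The cells then received vehicle or a suspension of wood smoke particles (WSP) for 2 or 4 h, with a dose of 1 mg/ml that the labels also give as 0.26 mg/cm2. Poly(A) RNA was sequenced from 24 libraries in 6 groups of 4. Each arm had a single vehicle group whose duration the labels do not give, so the 2 h and 4 h comparisons of an arm share their controls. A batch tag in the labels separates the libraries by siRNA arm and by nothing else, so batch and arm cannot be told apart. A further 8 libraries of the series, made by ATAC-seq (sequencing of open chromatin) from airway brushings, were not analysed here.

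The deposited values are whole-number read counts per gene and library, listed by gene symbol. Per the labels' protocols, poly(A) RNA was fragmented enzymatically, copied to cDNA, ligated to adapters, amplified by PCR, pooled in equal molar amounts and sequenced on one type of Illumina instrument. The labels state no aligner, counting program, genome build or annotation, and do not say whether counting used strand or how reads that match several places were treated. Those steps decide how reads are divided between a gene and its pseudogenes, between overlapping genes and between antisense pairs, and values of such genes are reported as uncertain. No molecular identifiers are recorded, so counts are not counts of independent molecules.

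The table held 60623 genes or transcripts by symbol, of which 1280 had a symbol that occurred more than once. These were kept apart, and 63 of them were among those tested. Total counts, in mega-counts (M), ran from 44.7 to 88.5 M per library, and group means from 50.1 M (siSPRY2 vehicle) to 77.0 M (siSPRY2 WSP 4 h). The spread between replicates, a common biological coefficient of variation of 3.63%, set the precision for well-covered genes. The labels do not state that the replicate number marks a batch or day. The p-values therefore measure the spread between these libraries, which need not be the spread between independent experiments. The chi-square per degree of freedom of the 36 pairs of libraries within groups, over genes with at least 20 counts in the pair, ran from 2.55 to 12.9, so no pair was a duplicate within sampling noise and all libraries were kept. The highest values came from siSPRY2 WSP 4 h, where replicates 1 and 4 gave 12.9 and replicates 3 and 4 gave 3.32. In the other groups the highest was 7.68 (siCTRL WSP 2 h, replicates 1 and 4).

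Differential expression was tested with edgeR 4.0.16 in R 4.3.3. The function filterByExpr, by group, left 22888 genes, and libraries were scaled by the trimmed mean of M values (TMM). A quasi-likelihood model (glmQLFit and glmQLFTest) with one coefficient per group was fitted to all 24 libraries. There were 10 contrasts. They were WSP against vehicle at each time in each arm, WSP 4 h against WSP 2 h in siCTRL, siSPRY2 against siCTRL under each exposure, and the interaction of siSPRY2 with WSP at each time, which is the log2 response in siSPRY2 minus that in siCTRL. A gene was called at a Benjamini-Hochberg adjusted p under 0.05. Levels are counts per M (CPM) after TMM scaling, with the SD over 4 libraries. Log2 CPM used a prior count of 2.

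Genes were named by a rule set before the data were examined, as were the tests, the lists and the first group of alternatives below. For each contrast the rule took the 3 largest increases and the 3 largest decreases among called genes with a mean log2 CPM of at least 2 and, for contrasts of 2 groups, no overlap between their libraries. SPRY2 and the members of 8 preset lists were also allowed. The lists were targets of the aryl hydrocarbon receptor (AHR), NRF2 targets, ERK pathway output, NF-kB and cytokine genes, interferon response genes, metallothioneins, heat shock genes, and genes of ER stress and the integrated stress response. The metallothionein list also held SLC30A1, which is not a metallothionein. Lists were tested with camera (limma 3.58.1) at a preset correlation of 0.01, in 72 tests adjusted together, with fry and with camera at an estimated correlation beside it. The size of the WSP response was compared between arms with fry on the interaction, over genes called for the mean response of both arms, each signed by that mean. The value given is the median of the signed interaction. Genes at least doubled or halved by that mean were summarised separately, which was chosen after the data had been seen. Exact permutation tests of 4 against 4 libraries were two-sided, and the smallest p they allow is 0.0286.

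Alternatives of this first group were DESeq2 size factors in the edgeR fit, scaling by total count, no filter on low counts, the DESeq2 1.42.0 Wald test, the replicate number as a block, a fit of only the libraries compared, and leaving out each library in turn. For the response size, genes chosen by the siCTRL arm alone were added, and for the lists the other tests named above. Chosen after the data had been seen were 3 further settings. These were protein-coding genes only, counts thinned at random to the smallest library total (44.7 M), and the pseudogene share of each library as a covariate.

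Biotypes, gene lengths and overlaps came from a RefSeq gene table of the human reference assembly, matched by symbol. Of the 22888 genes tested, 16717 matched (73.0%), of which 14039 were protein-coding and 1238 were pseudogenes, transcribed ones included. The pseudogene share of a library is the part of its total count on 10226 pseudogenes. Coordinates are not printed because the build behind the counts is not stated. GC content was not tested because no sequence was used here.

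The steps were tested on simulated counts with 200 genes changed by known amounts among 22888. The changed genes were drawn from those with a mean log2 CPM of at least 2. Each change was larger than the median called change in the data, 0.24 for WSP 2 h in siCTRL and 0.319 for the 2 h interaction. Recovery of smaller changes or of genes with fewer counts was therefore not tested. For WSP 2 h in siCTRL the edgeR test recovered 100% of the 200 genes with 14 false calls among 214. The interaction test recovered 100% of its 200 genes with 7 false calls among 207, and DESeq2 recovered 100% with 24 false calls among 224. In a contrast with no changed gene 0 were called and 1128 had an unadjusted p under 0.05. Of 200 random lists of 15 genes, 0 had a camera p under 0.05 and 14 had a fry p under 0.05. The simulated genes were independent of each other, so these lists do not test the preset correlation of camera. When the simulated response in siSPRY2 was made smaller by 50% on the log2 scale, the median signed interaction was -0.41, and with an equal response it was 0.00215. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.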

Results

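RNA abundance was measured in 24 libraries of Beas-2B airway epithelial cells, 4 in each combination of siRNA (siCTRL or siSPRY2) and exposure (vehicle, WSP for 2 h or WSP for 4 h). The series concerns SPRY2 in the response of airway cells to wood smoke. The design asks what WSP changes, what siSPRY2 changes under each exposure, and whether the response to WSP differs between the arms. Mean total counts, in mega-counts (M), were 63.6 ± 5.20 M in siCTRL vehicle, 65.5 ± 6.04 M in siCTRL WSP 2 h and 57.2 ± 10.9 M in siCTRL WSP 4 h (SD, n = 4 each). In siSPRY2 they were 50.1 ± 6.54 M in vehicle, 69.5 ± 3.13 M at WSP 2 h and 77.0 ± 8.94 M at WSP 4 h. Depth was therefore not equal between the groups compared. The first principal component of log2 CPM carried 18.2% of the variance and the second 17.5%.

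**Figure D1:**
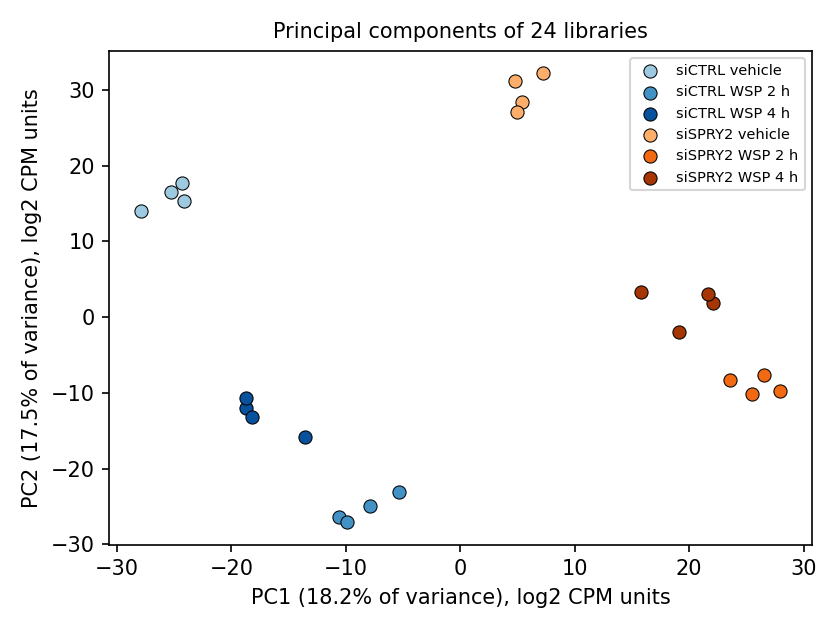
First (x axis, 18.2% of variance) and second (y axis, 17.5%) principal component of log2 CPM over 22888 genes, one point per library, 4 libraries per group.

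SPRY2, the gene targeted by the siRNA, was examined first. In vehicle it averaged 9.70 ± 0.61 CPM in siCTRL and 6.57 ± 0.542 CPM in siSPRY2 (SD, n = 4 each), from raw counts of 517 to 703 and of 315 to 361. After 2 h of WSP it averaged 26.0 ± 0.724 CPM in siCTRL and 12.3 ± 0.721 CPM in siSPRY2. After 4 h it averaged 18 ± 1.12 CPM and 11.2 ± 1.23 CPM. The siSPRY2 libraries held 67.3%, 47.2% and 62.5% of the siCTRL level in vehicle, at 2 h and at 4 h. The log2 differences were -0.57 (SE 0.0727, edgeR Benjamini-Hochberg adjusted p = 1.62e-07), -1.08 (SE 0.0593, adjusted p = 8.05e-16) and -0.68 (SE 0.0613, adjusted p = 1.29e-10). All 4 siSPRY2 libraries lay below all 4 siCTRL libraries under each exposure, with an exact two-sided permutation p of 0.0286, the smallest that 4 against 4 can give. The alternative that moved the vehicle value most was the pseudogene share as a covariate, chosen after the data had been seen, which gave -0.72.

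WSP raised SPRY2 in both arms. In siCTRL the log2 change was 1.42 at 2 h (SE 0.0611, edgeR adjusted p = 6.13e-19) and 0.89 at 4 h (SE 0.0633, adjusted p = 5.55e-13). In siSPRY2 it was 0.91 (SE 0.0707, edgeR adjusted p = 3.56e-12) and 0.78 (SE 0.0707, adjusted p = 2.22e-10). The response was smaller in siSPRY2 at 2 h, with an interaction of -0.51 (SE 0.0944, edgeR adjusted p = 0.0033), and no difference was detected at 4 h (-0.11, SE 0.0956, adjusted p = 0.752). With the pseudogene share as a covariate the 2 h interaction was -0.30 and was not called, and edgeR and DESeq2 adjusted p over its 10 alternatives ran from 8.44e-08 to 1. SPRY2 in siSPRY2 cells given WSP stood above its level in siCTRL vehicle, 1.26-fold at 2 h (edgeR adjusted p = 4.97e-05) and 1.16-fold at 4 h (adjusted p = 0.00708).

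**Figure D2:**
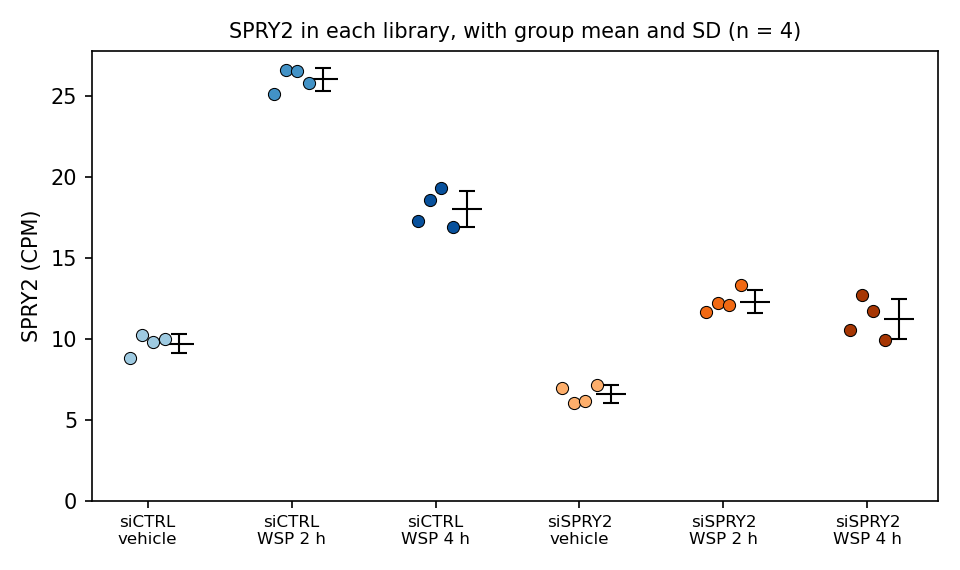
SPRY2 abundance (y axis, CPM after TMM scaling) in each of the 24 libraries by group (x axis), one point per library, with group mean and SD (n = 4). Means were 9.70, 26.0 and 18 CPM in siCTRL and 6.57, 12.3 and 11.2 CPM in siSPRY2 for vehicle, WSP 2 h and WSP 4 h.

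The effect of WSP was tested first in siCTRL. At 2 h, 5880 of 22888 genes were called (25.7%), 3260 higher and 2620 lower, and 452 of them were at least doubled or halved, 376 higher and 76 lower. At 4 h, 4902 genes were called, 3089 higher and 1813 lower, and 265 were at least doubled or halved. The split into higher and lower rested on the scaling. Under total count scaling 8802 genes were called at 2 h, 2137 higher and 6665 lower, and 6593 at 4 h, 2031 higher and 4562 lower. The libraries of the compared groups did not overlap for 6419 genes at 2 h and 5741 at 4 h, where chance gives 2.86% of genes.

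FOSB had the largest increase among the named genes, from 0.783 ± 0.118 CPM in vehicle to 25.0 ± 2.87 CPM at 2 h (SD, n = 4). Its log2 change was 5.01 at 2 h (SE 0.153, edgeR adjusted p = 1.29e-22) and 4.17 at 4 h (SE 0.164, adjusted p = 2.18e-19). CXCL8 rose from 7.74 ± 0.684 CPM to 94.3 ± 6.4 CPM at 2 h and 101.7 ± 25.2 CPM at 4 h, log2 changes of 3.61 and 3.72. IL24 rose by 3.60 on the log2 scale at 2 h and SERPINB2 by 3.37 at 4 h. The named decreases were those of DIO2 (-1.88 at 2 h and -0.94 at 4 h), SAMD11 (-1.03 at 4 h) and BMP4 (-0.79 at 4 h). CLIC4P1, a pseudogene, and AL391117.1 had similar decreases at 2 h (-1.60 and -1.52, edgeR adjusted p = 0.000232 for each), and their values are uncertain because such genes can share reads. SERPINB2 and SERPINB10, neighbours of one family that moved alike, are uncertain for the same reason. IL24, DIO2 and SAMD11 each overlapped another tested gene in the RefSeq table, so their counts are uncertain.

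WSP at 4 h was then compared with WSP at 2 h in siCTRL. There were 4228 calls, 2233 higher at 4 h and 1995 lower. DUSP10 (log2 change 1.26), NFATC2 (1.24) and BACH2 (1.17) had the largest increases among genes that met the naming rule, and AC025259.3 (-1.70), AL133346.1 (-1.70) and CCN2 (-1.61) the largest decreases. Of the genes called against vehicle at 2 h, 3005 were also called at 4 h, 2837 in the same direction. Both comparisons used the same vehicle libraries. Across genes, which are not independent replicates, the log2 changes had a correlation of 0.678, where simulated unchanged groups with a shared control gave 0.479.

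In siSPRY2, WSP changed 6058 genes at 2 h (3097 higher, 2961 lower) and 4636 at 4 h (2660 higher, 1976 lower), of which 388 and 265 were at least doubled or halved. Under total count scaling there were 7172 calls at 2 h, 2430 higher and 4742 lower, and 5407 at 4 h, 1975 higher and 3432 lower. FOSB (log2 change 4.41 at 2 h and 4.2 at 4 h) and CXCL8 (3.06 and 3.79) again led, with IL24 at 2 h (2.98) and SERPINB10 at 4 h (3.48). DIO2 (-2.04 and -0.94), SAMD11 (-1.24 and -0.84), SMAD9 at 2 h (-1.14) and BMP4 at 4 h (-0.83) were the named decreases. The times had 2791 calls in common, 2562 in the same direction, and a correlation across genes of 0.671 against 0.555 in the simulation with a shared control. The arms share no library. At 2 h 4017 genes were called in both arms, 4003 in the same direction, and at 4 h 2892, with 2857 in the same direction.

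Among the 8 preset lists, 25 of 72 camera tests passed. Of these, 23 also passed under fry and 16 under camera with an estimated correlation. Those that did not pass with the estimated correlation were NRF2 targets at 4 h in both arms, metallothioneins at 4 h in siCTRL, AHR targets under siSPRY2 at both WSP times, the NF-kB list under siSPRY2 at WSP 4 h, and the 3 lists that passed in the 2 h interaction. Those that did not pass under fry were the ERK and ER stress lists in the 2 h interaction. The mean log2 CPM of the list per library differed at an exact two-sided permutation p under 0.05 for 21 of the 22 calls in comparisons of groups, the exception being the NF-kB list under siSPRY2 at WSP 4 h (exact p = 0.114).

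WSP raised 4 lists in both arms and at both times. The NF-kB and cytokine list (19 genes tested) had a median log2 change of 2.03 at 2 h and 2.17 at 4 h in siCTRL and of 1.63 and 1.81 in siSPRY2. In siCTRL all 19 were called at each time, adjusted over the list alone and over all genes. AHR targets (8 genes) had medians of 1.43 and 1.34 in siCTRL and 1.53 and 1.31 in siSPRY2, with 6 called at 2 h and 7 at 4 h in siCTRL, adjusted over the list alone and over all genes. CYP1A1, one of them, went from 0.925 ± 0.094 CPM to 8.42 ± 0.715 and 8.63 ± 1.19 CPM in siCTRL (SD, n = 4). ERK pathway output (16 genes) had medians of 0.56 and 0.42 in siCTRL and 0.51 and 0.51 in siSPRY2, with 11 genes called at 2 h in siCTRL adjusted over the list alone and 10 over all genes. The ER stress and integrated stress response list (12 genes) had medians of 0.43 and 0.46 in siCTRL and 0.34 and 0.44 in siSPRY2, with 11 called at 2 h in siCTRL adjusted over the list alone and 10 over all genes, 8 of those 10 higher and 2 lower. By camera, NRF2 targets (16 genes) passed at 4 h, with medians of 0.10 in siCTRL and 0.06 in siSPRY2, and not at 2 h. The metallothionein list (6 genes, SLC30A1 included) passed camera at 4 h in siCTRL (median 0.32) and not at 4 h in siSPRY2 (0.19), and its interaction did not pass. It passed fry at 4 h in siSPRY2 (adjusted p = 0.000616) and at 2 h in siCTRL (adjusted p = 0.000311). Interferon response genes (18 genes, medians from -0.02 to 0.01) and heat shock genes (10 genes, from -0.08 to 0.03) passed camera in no WSP comparison, and the interferon list passed fry at 4 h in siCTRL (adjusted p = 0.0355).

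**Figure D3:**
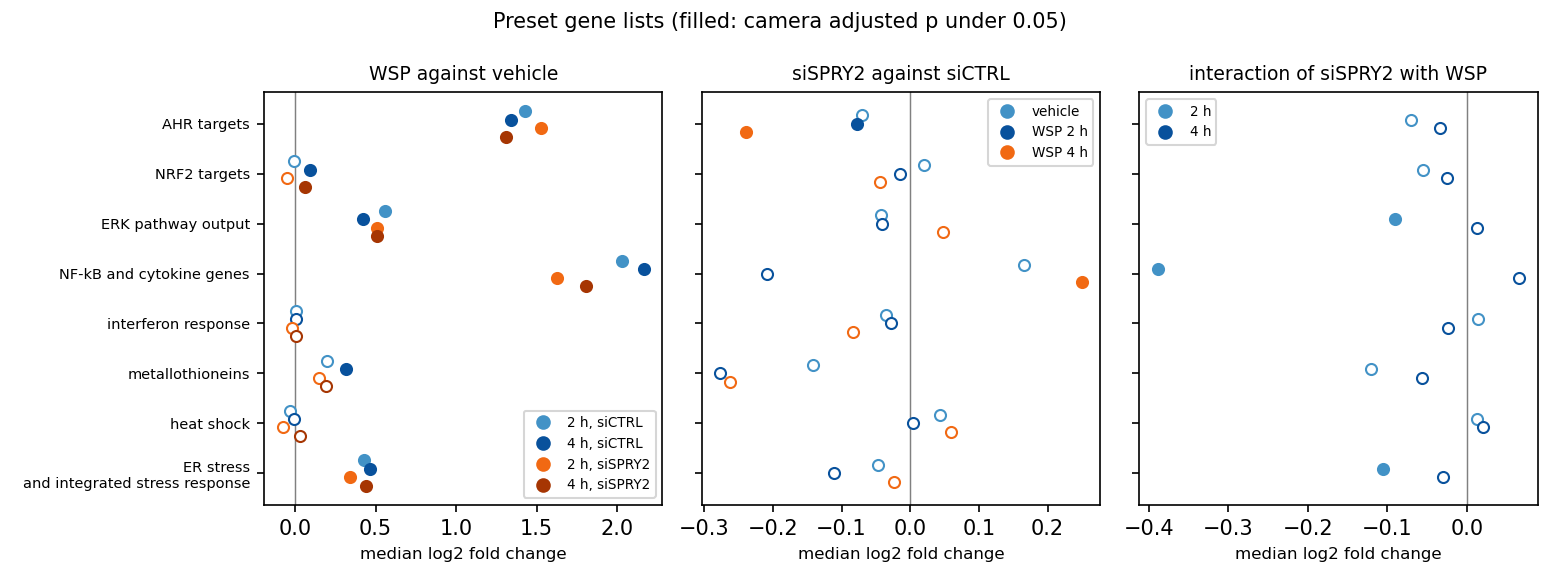
Median log2 fold change (x axis) of the genes of each preset list (y axis) for WSP against vehicle, siSPRY2 against siCTRL and their interaction, with filled points where the camera adjusted p was under 0.05. The NF-kB and cytokine list had medians of 1.63 to 2.17 under WSP and of -0.39 in the 2 h interaction.

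The effect of siSPRY2 was tested within each exposure. In vehicle 7596 genes were called (33.2%), 4055 higher and 3541 lower. After WSP 2 h 8007 were called, 3927 higher and 4080 lower, and after WSP 4 h 8426, 4171 higher and 4255 lower. The median size of the called changes was 0.21 to 0.22 on the log2 scale, and 213, 243 and 276 genes were at least doubled or halved. Over 10 alternatives these counts ran from 112 to 294, from 134 to 354 and from 150 to 381. Total count scaling gave 7522 calls in vehicle, 3081 higher and 4441 lower. The 3 comparisons share no library. They had 4885 calls in common, of which 4848 went the same way in all 3, 2421 higher and 2427 lower. Arm and batch tag coincide, so no comparison of arms could be made within a batch.

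SPRY2 was not the gene with the largest decrease. VPS4B had log2 changes of -1.97 at WSP 2 h (SE 0.0452) and -1.86 at WSP 4 h (SE 0.0446), and UBE2V2 of -1.61 in vehicle and -1.68 at WSP 2 h. CD46 went from 106.7 ± 1.51 CPM in siCTRL vehicle to 34.6 ± 0.639 CPM in siSPRY2 vehicle (SD, n = 4), a log2 change of -1.62 (SE 0.0299, edgeR adjusted p = 2.58e-28). PPP1CC changed by -1.75 at WSP 2 h and HECA by -1.76 at WSP 4 h. AL158850.1 and AL031772.1 moved almost like HECA (-1.76 each at WSP 4 h). Such genes can share reads, so the value of HECA is uncertain. With a mean log2 CPM of at least 2, 174 genes were lowered more than SPRY2 in vehicle, 21 at WSP 2 h and 124 at WSP 4 h, and 20 were lowered more in all 3. The largest increases under the naming rule were those of KCNK3 (1.88 in vehicle and 1.69 at WSP 4 h), DISP2 (1.49, 1.49 and 1.5), PPM1N (1.41 at both WSP times), RTN2 (1.34 at WSP 2 h) and HMOX1. HMOX1 went from 22.6 ± 0.988 to 59.9 ± 2.49 CPM in vehicle (log2 change 1.41, SE 0.0496, edgeR adjusted p = 1.45e-20).

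ERK pathway output as a list did not differ between siSPRY2 and siCTRL by camera, with medians of -0.04 in vehicle, -0.04 at WSP 2 h and 0.05 at WSP 4 h. Single genes of the list were called in both directions. Of 16, 6 were called in vehicle (3 higher), 7 at WSP 2 h (3 higher) and 9 at WSP 4 h (6 higher). Of all genes tested, 33.2%, 35% and 36.8% were called. AHR targets were lower in siSPRY2 by camera at WSP 2 h (median -0.08) and WSP 4 h (-0.24). Of the 8 genes, 4 were called at WSP 2 h and 5 at WSP 4 h, 0 of them higher. The list means differed by -0.334 and -0.393 on the log2 scale, larger falls than the medians, so the fall was uneven over the list. The camera call of the list at 2 h was lost in 3 of the fits that each left out one library, with camera adjusted p up to 0.0613 without siSPRY2 WSP 2 h replicate 1. In vehicle the AHR median was -0.07, which did not pass camera (adjusted p = 0.105) and passed fry (adjusted p = 0.000503), and the list mean per library was lower by 0.281 on the log2 scale (exact two-sided permutation p = 0.0286). The NF-kB list had medians of 0.165 in vehicle and -0.209 at WSP 2 h, which did not pass camera (adjusted p = 0.0902 and 0.262). It was higher by camera at WSP 4 h (0.25). That call was lost in 2 such fits, and without siSPRY2 WSP 4 h replicate 2 its median was 0.10 (camera adjusted p = 0.158). The NRF2, interferon, metallothionein, heat shock and ER stress lists passed camera, which compares a list with all other genes, in no comparison of siSPRY2 with siCTRL. Under fry, which tests the list's genes alone, the interferon list passed in vehicle, at WSP 2 h and at WSP 4 h (adjusted p = 0.0147, 0.00184 and 0.000399) and the metallothionein list at WSP 2 h and 4 h (adjusted p = 0.000116 and 0.000616). The ER stress list passed fry at WSP 2 h (adjusted p = 0.00162), the NRF2 list in vehicle (adjusted p = 0.0159) and the heat shock list at WSP 4 h (adjusted p = 0.0377). The NRF2 list, which holds HMOX1, had a median of 0.02 in vehicle.

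Whether the response to WSP differed between the arms was tested by the interaction. At 2 h 269 genes were called, of which the response was higher in siSPRY2 for 108 and lower for 161, and at 4 h 232, higher for 146 and lower for 86. Unadjusted p was under 0.05 for 2572 and 2510 genes. Calls with a difference of at least 1 on the log2 scale numbered 21 and 27. Both times had 116 calls in common, all 116 in the same direction. They share both vehicle groups, and the correlation across genes was 0.614, where the simulation with shared controls gave 0.515. Of the 161 genes lower at 2 h, 134 were genes that WSP raised in siCTRL. Both calls use the same siCTRL libraries, so part of this overlap can arise by chance. No value for unchanged groups was obtained for it, so no conclusion is drawn. Total count scaling gave 280 calls at 2 h, 185 higher and 95 lower, and 217 at 4 h, 174 higher and 43 lower. With protein-coding genes only there were 160 and 40 calls, and with the pseudogene share as a covariate 0 and 4, both settings chosen after the data had been seen. That share changed differently under WSP in the 2 arms, so the covariate can remove interactions by construction.

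Pseudogenes made up 35.2% of the genes called higher at 2 h and 30.8% at 4 h, against 5.41% of the genes tested. Among genes that met the naming rule, the largest increases at 2 h were those of RPS2P55 (1.41, SE 0.242), RPS10P3 (1.18, SE 0.244) and EEF1A1P19 (1.04, SE 0.213). At 4 h they were those of RPS2P55 (1.41), RPS10P3 (1.26) and AL590867.2 (1.14). Pseudogenes can share reads with near-identical genes, and their values are uncertain. RPS10P3 ran from 5.09 to 9.58 CPM within siSPRY2 WSP 2 h. Of the 161 genes called lower at 2 h, 150 were protein-coding.

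The largest decreases in the 2 h interaction under the naming rule were those of NFATC2 (-1.19, SE 0.196, edgeR adjusted p = 0.00101), ARSG (-0.65, SE 0.0818, adjusted p = 0.000111) and BIRC3 (-0.63, SE 0.156, adjusted p = 0.034). NFATC2 averaged 6.34 ± 0.986 CPM in siCTRL WSP 2 h and 3.66 ± 0.519 CPM in siSPRY2 WSP 2 h (SD, n = 4). ARSG overlapped other tested genes and its counts are uncertain. BIRC3 averaged 12.1 ± 1.17 CPM in siSPRY2 WSP 2 h and 10.9 ± 0.816 CPM in siCTRL WSP 2 h, from 5.32 ± 0.284 and 3.10 ± 0.119 CPM in vehicle. Its call was lost in 12 of the 16 fits that each left out one library, with edgeR adjusted p up to 0.0982 without siCTRL WSP 2 h replicate 4. At 4 h IL24 (-0.72, SE 0.145), KRT17 (-0.55, SE 0.123) and AC092807.3 (-0.42, SE 0.106) had the largest decreases under that rule. Leaving out one library removed the IL24 call in 1 fit (without siSPRY2 vehicle replicate 2, edgeR adjusted p = 0.0683), the KRT17 call in 4 fits (up to 0.068, without siCTRL WSP 4 h replicate 3) and the AC092807.3 call in 12 (up to 0.14, without siSPRY2 vehicle replicate 2). Over all alternatives the highest adjusted p of edgeR was 1 for BIRC3, 0.65 for NFATC2, 0.151 for ARSG and 0.998 for the others named at 4 h.

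**Figure D4:**
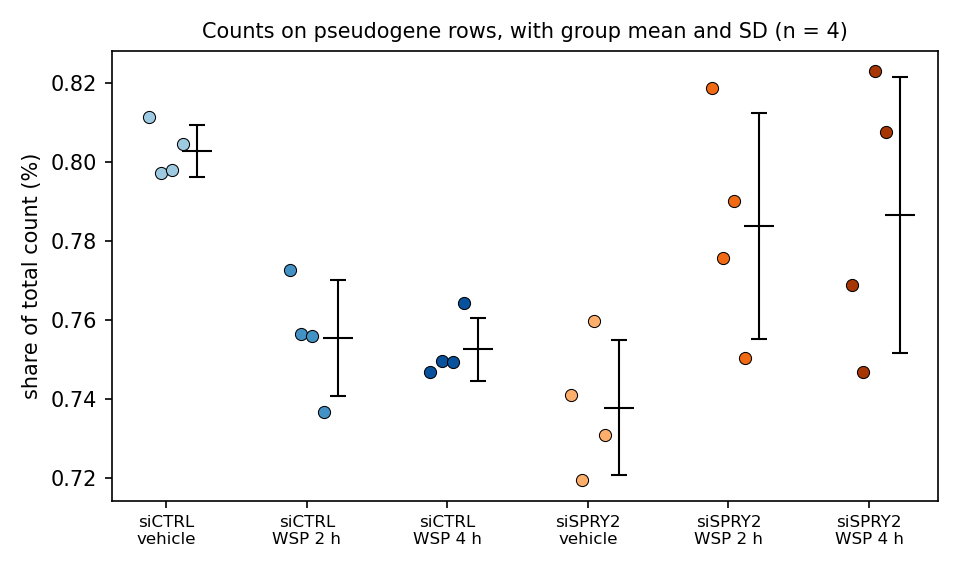
Share of the total count on pseudogenes (y axis, percent, not starting at 0) in each library by group (x axis), one point per library, with group mean and SD (n = 4). The mean was 0.803% in siCTRL vehicle and 0.738% in siSPRY2 vehicle, and 0.755% and 0.784% after WSP 2 h.

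The size of the whole response was compared next. Over the 8328 genes called for the mean response of both arms at 2 h, the median signed interaction was -0.01 on the log2 scale (limma fry in the model of n = 24 libraries, two-sided p = 0.199), and over 7058 genes at 4 h it was -0.02 (fry p = 0.097), so no difference was detected. Over the 371 genes at least doubled or halved at 2 h, a summary chosen after the data had been seen, it was -0.12 (fry, n = 24, p = 0.0317), and 66.8% of them had a smaller response in siSPRY2. Its p was not under 0.05 in 9 alternatives, 6 of which left out one library, such as siSPRY2 vehicle replicate 1 (median -0.085). Over the 227 such genes at 4 h it was -0.03 (fry, n = 24, p = 0.506). In the 2 h interaction the NF-kB and cytokine list had a median of -0.39, with 2 of 19 genes called over all genes and 9 adjusted over the list alone. Its adjusted p was 6.83e-12 with camera, 0.043 with fry and 0.144 with camera at an estimated correlation. With the pseudogene share as a covariate, chosen after the data had been seen, its median was -0.02 and it did not pass (camera adjusted p = 0.621). The ERK list (-0.09) and the ER stress list (-0.11) passed with camera and not with fry. Leaving out one library removed the ERK call in 5 fits (camera adjusted p up to 0.168, without siSPRY2 vehicle replicate 1) and the ER stress call in 1 (0.113, without siSPRY2 vehicle replicate 4). At 4 h no list passed, and the NF-kB median was 0.07. With the covariate the ERK list passed at 4 h, with a median of 0.20 (0.0126 without it) and a camera adjusted p of 9.79e-08.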

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

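All tests of explanations in this part, and the counts of other splits of the libraries, were chosen after the results were seen.

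In 5 of 102 groups of 4 libraries one library stood apart from the rest, and chance gives 5.1. The mitochondrial share was 3.5% in siSPRY2 WSP 4 h replicate 2, and the pseudogene share was 0.764% in siCTRL WSP 4 h replicate 4. FOSB was at 10.5 CPM in siCTRL WSP 4 h replicate 4, CYP1A1 at 1.08 CPM in siSPRY2 vehicle replicate 1 and HMOX1 at 37.8 CPM in siCTRL WSP 4 h replicate 3. No explanation of these single values was tested.

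The response to WSP differed between the arms for 269 genes at 2 h and 232 at 4 h by the interaction test. For each count, 1 of 60 splits of the libraries, drawn at random with the separate effects of arm and exposure kept, the real one, gave as many genes, and likewise for the calls with a difference of at least 1 on the log2 scale (1 of 60 at each time). Grouping by chance is therefore argued against. The interaction of SPRY2 at 2 h was -0.51.

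Among the genes whose response to WSP was higher in siSPRY2 the largest differences under the naming rule were those of 3 pseudogenes and a gene not in the RefSeq table, namely RPS2P55 (1.41 at both times), RPS10P3 (1.18 at 2 h and 1.26 at 4 h), EEF1A1P19 (1.04 at 2 h) and AL590867.2 (1.14 at 4 h). A change in the parent genes is argued against, since the parent's upper 95% limit reached the pseudogene's lower 95% limit in 1 of 34 pairs of a pseudogene called higher at 2 h and its own parent. The median 2 h interaction was 0.515 for these pseudogenes, which were chosen for a large value, and -0.0248 for their 24 parents, 0 of which were called higher. Lower depth of the siSPRY2 vehicle libraries is also argued against, since 29 of the 38 pseudogenes called higher at 2 h were still called after thinning to equal totals. Of the 822 pseudogenes tested, a class that leaves out transcribed ones, the 785 that were not called moved the same way, with a median of 0.148 (fry in the model of n = 24 libraries, p = 0.00659). That is consistent with reads of parent genes being assigned to pseudogenes to differing extents between libraries, which may be a property of the libraries and not of the cells. A response of pseudogene transcripts to siSPRY2 and WSP was not tested.

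Among the genes whose response to WSP was lower in siSPRY2 were NFATC2 (-1.19), ARSG (-0.65) and BIRC3 (-0.63) at 2 h and IL24 (-0.72), KRT17 (-0.55) and AC092807.3 (-0.42) at 4 h. The NF-kB and cytokine list (median -0.389), the ERK list (-0.0903) and the ER stress list (-0.105) passed at 2 h. The ERK call was lost in 5 and the ER stress call in 1 of the fits that each left out one library. When adjusted within the comparison 4 lists passed, and 1 of 60 splits gave as many. Depth as the whole cause is argued against, since 131 of the 161 genes called lower at 2 h were still called after thinning. The scaling as the whole cause is argued against, since 95 of them were still called under total count scaling. Gene length is argued against for the NF-kB list, whose median was -0.395 after the median of each length class was removed. A library property that the pseudogene share follows stays open. For the relations that follow, the share was recomputed on the log2 scale without the genes called higher in either interaction. Over the 24 libraries with group means removed, the NF-kB list and this pseudogene share had a Pearson r of -0.589 (permutation p = 0.0199, 0.0647 adjusted over 13 relations) and a Spearman rho of -0.505 (permutation p = 0.0335). Without the pair of libraries farthest from the median of the share, r was -0.31, so the relation rests partly on them. The genes called lower at 2 h had an r of -0.715 (permutation p = 0.00031, 0.00202 adjusted), a rho of -0.654 (permutation p = 0.00142) and an r of -0.569 without that pair, but they were chosen for the pattern, so this does not decide. A biological difference between the arms may also be the source and cannot be told apart from that property here.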

How the results depend on the processing

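The number of genes called was within 1.5 times the reported count under most settings in the 8 comparisons of groups. The exceptions were the pseudogene share as a covariate, chosen after the data had been seen, with 2895 genes for WSP 4 h in siCTRL and 4796 for siSPRY2 in vehicle. That covariate differs between groups, so it can also remove differences between them. Over the fits that each left out one library the counts of these comparisons stayed within 1.5 times, from 5135 to 5441 for WSP 2 h in siCTRL and from 6697 to 7252 for siSPRY2 in vehicle. Counts of genes at least doubled or halved moved more, over 10 alternatives from 269 to 511 and 174 to 316 for WSP at 2 h and 4 h in siCTRL, 217 to 481 and 147 to 321 in siSPRY2, and 62 (with DESeq2) to 184 between the times. They ran from 0 to 67 and 0 to 70 in the interactions.

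The interaction counts moved most. At 2 h there were 685 calls with no filter on low counts, 407 with DESeq2, 489 with only the groups compared, 160 with protein-coding genes only and 0 with the covariate. They ran from 134 (without siCTRL WSP 2 h replicate 4) to 378 (without siSPRY2 vehicle replicate 3) over 16 fits that each left out one library. At 4 h there were 591 calls with no filter, 154 with only the groups compared, 40 with protein-coding genes only and 4 with the covariate, and from 96 (without siSPRY2 WSP 4 h replicate 4) to 488 (without siSPRY2 WSP 4 h replicate 2) over 16 such fits. The cause was not tested. The group siSPRY2 WSP 4 h, whose libraries gave both ends of the 4 h range, had the largest spread between replicates by chi-square. A fit of only the groups compared also lowered the calls for WSP 4 h in siSPRY2, from 4636 to 3103. Where the covariate left 0 calls, 2572 genes had an unadjusted p under 0.05 in the fit without it.

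The size of the response at 2 h passed under total count scaling (-0.0219, fry with n = 24 libraries, p = 0.0311) and with genes chosen by the siCTRL arm alone (-0.0513, fry p = 0.000349). The latter choice favours genes whose response in siCTRL is large by chance. For genes at least doubled or halved at 2 h the median was -0.0919 under total count scaling, -0.0749 with no filter and -0.0148 with the covariate, none with a p under 0.05, and it ran from -0.152 to -0.085 over the 16 fits that each left out one library. At 4 h it passed with genes chosen by the siCTRL arm alone (-0.061, fry with n = 24 libraries, p = 0.000329) and without siCTRL WSP 4 h replicate 1 (-0.0247, fry p = 0.0471), ran from -0.0247 to -0.00872 over the fits that each left out one library, and reversed with the covariate (0.00707). For genes at least doubled or halved at 4 h it was 0.143 with the covariate and ran from -0.0847 to 0.0317 over the 16 fits, 4 of which were above 0 (0.0155, 0.00105, 0.0317 and 0.0172). The cause was not tested.

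The covariate is the share of counts on pseudogenes and itself differs between the arms in its change under WSP, so it can remove an interaction by construction. Adjusting pseudogenes for it conditions on their own counts, so the values for RPS10P3 at 2 h (-0.0146) and 4 h (-0.0229) and EEF1A1P19 at 2 h (-0.0351), which reversed, say nothing about their interactions. Also reversed with the covariate were the SPRY2 interaction at 4 h (0.11) and the ERK (0.0641) and ER stress (0.00544) lists in the 2 h interaction. For the ERK list under siSPRY2 in vehicle (-0.0643) and at WSP 2 h (-0.0084) the median kept its sign, and only the direction given by camera reversed. The ERK list in the 4 h interaction became stronger with the covariate (0.198, camera adjusted p = 9.79e-08). The number of lists that passed was 25 as reported, 16 with an estimated correlation, 35 with fry and 21 to 30 under the other settings, and ran from 23 to 27 over the fits that each left out one library. Otherwise 18 of 589 pairs of a named gene's value and a setting, all in the interactions, were no longer past the threshold, and 20 of 290 such pairs for lists. With protein-coding genes only these included AHR targets under siSPRY2 at WSP 2 h (camera adjusted p = 0.0901), the NF-kB list at WSP 4 h (adjusted p = 0.0576), and the ERK (adjusted p = 0.0954) and ER stress (adjusted p = 0.0737) lists in the 2 h interaction.

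With the replicate number as a block the interaction counts were 289 and 258. Libraries with the same number in different groups had a mean correlation of 0.00354, against -0.00118 for different numbers, and 0 of 15 pairs of groups had every same-number correlation over 0.1, so the numbers were not treated as pairs.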

Other observations

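All tests in this part, splits included, were chosen after the results were seen.

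In the siSPRY2 arm 20 genes were lowered more than SPRY2 under every exposure, relative to siCTRL, among them VPS4B, PPP1CC, CD46 and UBE2V2. Of the genes at least doubled or halved in all 3 comparisons, 76.9% were lower (20 lower and 6 higher). Some of these genes can share reads and need not be independent, so no p-value is given for this share. Whether the siRNA acted on transcripts other than SPRY2 stays open, and its sequence was not used here. Depth is argued against, since all 20 genes were still lowered more than SPRY2 after thinning to equal totals. A batch that coincides with the arm cannot be told apart from the siRNA, since 0 batch tags hold both arms. The SPRY2 transcript level at the time of sampling is argued against as the whole cause, since 18 of the 20 genes were called lower in siSPRY2 at WSP 2 h than in siCTRL vehicle (median log2 difference -1.26), although SPRY2 was higher there (0.34). WSP itself changed them by a median of 0.08 in siCTRL. A lasting effect of lower SPRY2 from before the exposure, or of its protein, was not tested.

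In each of the 8 comparisons of groups, 1 of the 35 splits of the libraries, the real one, gave as many called genes, and 1 of 35 as many at least doubled or halved. The highest count from another split was 1234 (siSPRY2 against siCTRL at WSP 4 h), and it was 768 for WSP 4 h in siSPRY2.

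The number of lists that passed, adjusted within each comparison, was reached more often by other splits. For WSP in siCTRL it was reached in 17 of 35 splits at 2 h and 12 at 4 h, and in siSPRY2 in 17 at 2 h and 6 at 4 h. For siSPRY2 against siCTRL it was reached in 35 of 35 in vehicle, 35 at WSP 2 h and 22 at WSP 4 h, and for the 4 h interaction in 60 of 60. A real count of 0 within a comparison is reached by every split. Splits that exchange one library keep part of a large difference, so these counts say little about the lists with large changes.

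The size of the response was as large in 5 of 60 splits at 2 h and 10 of 60 at 4 h. For genes at least doubled or halved it was as large in 1 of 60 splits at 2 h and 48 of 60 at 4 h.

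Within groups, the pseudogene share of a library, taken without the genes called higher in either interaction, rose with its mitochondrial share. Pearson r was 0.809 over 24 libraries with group means removed (permutation p = 5e-05, 0.00065 adjusted over 13 relations). Spearman rho was 0.781 (permutation p = 7e-05), and r was 0.707 without the pair of libraries farthest from the median. Both measures are shares of the same total count, so part of this relation can arise by construction.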
